A study of Mus musculus with 8 samples. Its data were reported in "High-resolution transcriptional dissection of in vivo Atoh1-mediated hair cell conversion in mature cochleae identifies Isl1 as a co-reprogramming factor" (2018).

How the data were processed

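Single-cell RNA-seq libraries of mouse organ of Corti, the strip of sensory hair cells (HCs) and supporting cells (SCs) that runs along the cochlea, were analysed from 8 samples. Per the labels, every animal carried an inducible Cre recombinase driven from Fgfr3, which is expressed in Deiters' and pillar SCs, an HA-tagged Atoh1 transgene that Cre switches on, a GFP reporter of Chrna9 and a tdTomato reporter of Cre activity. Tamoxifen, which activates this Cre, was given at postnatal days 12 and 13 to the animals of 5 libraries (Coch + Tmx P26, n = 3; Coch + Tmx P33, n = 2), here called induced. The other 3 libraries (Coch P12, n = 2; Coch P33, n = 1) came from animals without tamoxifen, here called uninduced. Groups and replicate numbers were taken from the labels.

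Per the labels, cells were dissociated with enzymes, encapsulated on a 10x Genomics Chromium controller with 3′ chemistry and sequenced on an Illumina instrument. The authors aligned reads to the mouse genome build mm10 with Cell Ranger, whose version was not stated, and the deposited values are unnormalised counts of unique molecular identifiers (UMIs) per gene and cell barcode, in 1 matrix per library. A UMI tags 1 captured transcript, so amplification copies are not counted. The matrices listed 27998 genes with Ensembl identifiers and symbols, among them the endogenous Atoh1. The HA tag, tdTomato and GFP were not analysed here, because these gene lists hold no entry for them; because the 3′ end of a transcript is counted, a transgene transcript is counted under Atoh1 only as far as it shares the 3′ sequence of the gene. The matrices came before the study's own removal of small, large and cycling cells. Total UMIs per library ranged from 3972800 to 13423524, and no 2 libraries shared over 3 barcodes.

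Barcodes with fewer than 500 detected genes (1954 of 8061) or at least 25% mitochondrial UMIs (84) were left out. Hemoglobin transcripts made up 93.76% of the UMIs in the barcodes under the gene minimum. Doublets, droplets with more than 1 cell, were scored with scrublet as implemented in scanpy 1.11.5, and the highest-scoring barcodes were left out at a rate of 0.8% per 1000 barcodes, which removed 57 (0.95% of those scored). The remaining 5966 cells held 54205250 UMIs. Cell cycle phase was called with cyclone in scran 1.30.0.

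Cells were clustered with scanpy on 2000 variable genes, 30 principal components and 15 neighbours, using the Leiden algorithm at resolution 1.0 (igraph 0.11.9, seed 1). Atoh1 and 447 transcription factors (TFs) were kept out of the genes used for clustering, so that their levels could be compared between classes of cells. The TF list holds the factors that the study tabulated in its own bulk profiles, of which the study had selected 52 partly on these samples. All 447 were matched to the gene lists, 442 of them by Ensembl identifier. A cluster was named after a cell type, as an X-like class, only with at least 3 detected markers of that type from lists fixed beforehand, and names were withheld from 2 clusters that met this, among them 1 led by Cemip, Mfap4 and Col3a1 with 3 chondrocyte markers. By contrast, 2 nonsensory epithelial-like clusters (264 and 131 cells, with 6 and 5 markers) kept their name although Lum, a stromal marker, was the only listed marker among their 10 leading genes. Of 32 clusters, 21 were placed in 14 classes and 11 stayed unnamed. The unnamed clusters, led mostly by stromal genes such as Col3a1, Ogn and Dcn, held 3540 cells, which were 510, 362 and 313 cells in the Coch + Tmx P26 libraries, 206 and 298 in Coch + Tmx P33, 918 and 584 in Coch P12, and 349 in Coch P33. Class names were rebuilt from the counts, so differences from the study can come from the names alone. The class SC-like had 135 cells, the class of converted HCs (cHC-like) 111 and HC-like 64, each in 1 cluster. The markers leading the cHC-like cluster included Chrna9 and Rasd2 with Atoh1 not used, and those leading the HC-like cluster Ocm, Otof and Slc17a8.

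Cells were not treated as replicates. Raw counts were summed per library and class, and the sums were tested with edgeR 4.0.16 (quasi-likelihood test, TMM scaling, filterByExpr) in R 4.3.3, with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05 on the adjusted p-value. The SE given with a log2 fold change is its absolute value divided by the square root of the F statistic of this test. Class comparisons used library as a block, since both classes came from the same libraries. The comparison of cHC-like sums of 3 libraries with SC-like sums of 5 used no block. Group comparisons placed all groups with enough cells in 1 fit, without a block. At least 10 cells per library and class were required. With that minimum the cHC-like against SC-like comparison had 2 pairs of libraries, and the macrophage-like class, used for group comparisons outside the hair cell lineage, had all 8 libraries. The planned rule took the class with the most cells in its smallest library, which was the nonsensory epithelial-like class (55 cells in its smallest library, against 22 macrophage-like cells). After the clusters were seen, macrophage-like cells were used in its place, because of these 2 among the 5 nonsensory epithelial-like clusters. HC-like against SC-like, cHC-like against HC-like and the SC-like comparison of Coch + Tmx P33 with Coch P12 could be tested only at the alternative minimum of 5 cells. The SC-like comparisons with Coch + Tmx P26 had too few cells at either minimum. Cells with and without an Atoh1 UMI within the induced libraries were not compared, because only the library labelled Coch + Tmx P26 rep 3 had at least 10 SC-like and cHC-like cells without one, and it had 7 with one. For the class comparisons the number of TFs past the threshold is also given adjusted over the list alone, which is no independent evidence for the 52 factors chosen on these samples.

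Named genes were, for each test, up to 10 genes with the largest fold change among those past the threshold that changed the same way in every pair of libraries, or without overlap between groups, together with Atoh1, Isl1 and the TFs the study discusses; these rules, the groups, the planned tests, the markers and the alternatives were fixed before the data were examined. Chosen afterwards were the cluster names, the class outside the lineage, the comparison of cHC-like sums of 3 libraries with SC-like sums of 5, the test of whether the HC-like against SC-like difference differs between groups, the placing of libraries between groups by their SC-like cells, the tests of the library labelled Coch + Tmx P26 rep 3, the tests of Atoh1 in uninduced libraries and in barcodes that were left out, the other assignments of the classes, the relations between genes across cells, and the tests of RNA from other cells. These last used genes at 100 CPM or more in a cluster and at least 20-fold higher there than in the class; for single clusters the level of the class came from libraries outside the compared groups. A macrophage-like droplet was taken as mixed when it held over 10% of the cluster's level of such genes, called genes left out, and folds without mixed droplets were taken on pooled cells with a pseudocount of 10 CPM. This limit was set after shares per droplet had been seen, and no other was used for the folds. Where a text below names fewer genes, they are the first of that order. Single values per library (the log2 of Atoh1 CPM plus 1, and shares of cells) were compared with two-sided exact permutation tests over the 56 splits of 5 against 3 libraries, whose smallest p-value is 0.0357. With 1 library left out the smallest is 0.0571 (4 against 3) or 0.0952 (5 against 2), so those settings cannot pass. CPM are UMI counts of a gene scaled to the UMI total of the cells named; for barcodes that were left out, hemoglobin UMIs were taken off that total unless stated. Shares of cells with an Atoh1 UMI were taken after thinning each cell to 1000 UMIs, which no kept cell fell below. Counts carry exact Poisson 95% intervals and shares exact Clopper-Pearson 95% intervals, which cover counting error only. Where an arm had 0 UMIs, the fold is given as a lower bound from 3 counts, and the upper limit of a cHC-like share of 0 of the kept cells of 1 library is that of 3 cells; other limits are those of the exact intervals.

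Where a setting applied and left enough libraries to test, results were recomputed with mitochondrial UMIs under 10%, with UMI totals within 2 median absolute deviations of the library median, with G1 cells only, with Leiden resolution 2.0, with relative log expression size factors, with DESeq2 1.42.0, with limma-voom (limma 3.58.1), without the filter on low counts, with other cell minimums (5 or 20), without the library block, with a replicate block, with cells thinned to 1000 UMIs (class comparisons only), with a pseudocount of 0.1 or thinning to 2000 UMIs where these applied, and with each library left out. The statistics were tested on simulated counts drawn from the means and library sizes of the real sums, with 200 genes changed 2 log2 units. Of the changed genes that passed the count filter, 82.4% were called in the cHC-like against SC-like design, 87.5% in HC-like against SC-like, 23.8% in cHC-like against HC-like and 48.9% in the SC-like comparison of Coch + Tmx P33 with Coch P12. For macrophage-like cells the shares were 73.3% for Coch + Tmx P33 against Coch + Tmx P26, 68.1% for Coch + Tmx P26 against Coch P12 and 63.6% for Coch + Tmx P33 against Coch P12, and 84.5% were called in the unpaired cHC-like against SC-like design. No changed gene was called in the wrong direction, and 0 to 8 unchanged genes were called per design.

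Gene positions came from a RefSeq table of assembly GRCm38.p6, the assembly that mm10 names; a genome sequence of that build was not used here.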

Results

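Gene expression was measured in single cells of 8 organ of Corti preparations. The induced libraries were 3 of Coch + Tmx P26 and 2 of Coch + Tmx P33, taken after tamoxifen at postnatal days 12 and 13. The uninduced libraries were 2 of Coch P12 and 1 of Coch P33. The Coch + Tmx P26 libraries held 7525002, 3972800 and 10317648 UMIs, and the Coch + Tmx P33 libraries 5614755 and 6827011. The Coch P12 libraries held 13423524 and 12434109 UMIs and the Coch P33 library 8086302. After filtering, 793, 565 and 584 cells remained for Coch + Tmx P26, 499 and 711 for Coch + Tmx P33, 1364 and 873 for Coch P12 and 577 for Coch P33. Median UMIs per kept cell were 4081, 3538 and 6265 for Coch + Tmx P26, 6690 and 5694 for Coch + Tmx P33, 5812 and 8749 for Coch P12 and 7577 for Coch P33. Intervals given for single libraries cover counting error only. Age and induction overlapped in the design, since 2 of the 3 uninduced libraries came from P12 and no induced library did.

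The first comparison asked whether the manipulated gene was raised in each induced library. Atoh1 (ENSMUSG00000073043) is annotated as a gene on chromosome 6, from 64729125 to 64731245 in GRCm38.p6. Over all kept cells its level was 177 CPM (166 to 189) in Coch + Tmx P26 rep 1, 90.9 CPM (80.7 to 102) in rep 2, 527 CPM (506 to 548) in Coch + Tmx P33 rep 1 and 417 CPM (400 to 434) in rep 2. The library labelled Coch + Tmx P26 rep 3 had 12.4 CPM (9.67 to 15.7). Levels in the uninduced libraries were 17.5 CPM (15.2 to 20) and 23.9 CPM (21.1 to 26.9) for Coch P12 and 17.4 CPM (14.3 to 20.9) for Coch P33. On the log2 scale of CPM plus 1, the mean was 7.10 (SD 2.13, n = 5) in induced and 4.35 (SD 0.25, n = 3) in uninduced libraries. The difference of 2.75 was not past the threshold (two-sided exact permutation p = 0.143, smallest possible 0.0357), with 4 of 5 induced libraries above every uninduced library. Leaving out 1 library moved it most, from 2.27 without Coch + Tmx P33 rep 1 to 3.59 without the library labelled Coch + Tmx P26 rep 3, where the groups did not overlap and the exact permutation p of 0.0571 was the smallest possible with 4 against 3 libraries.

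**Figure D1:**
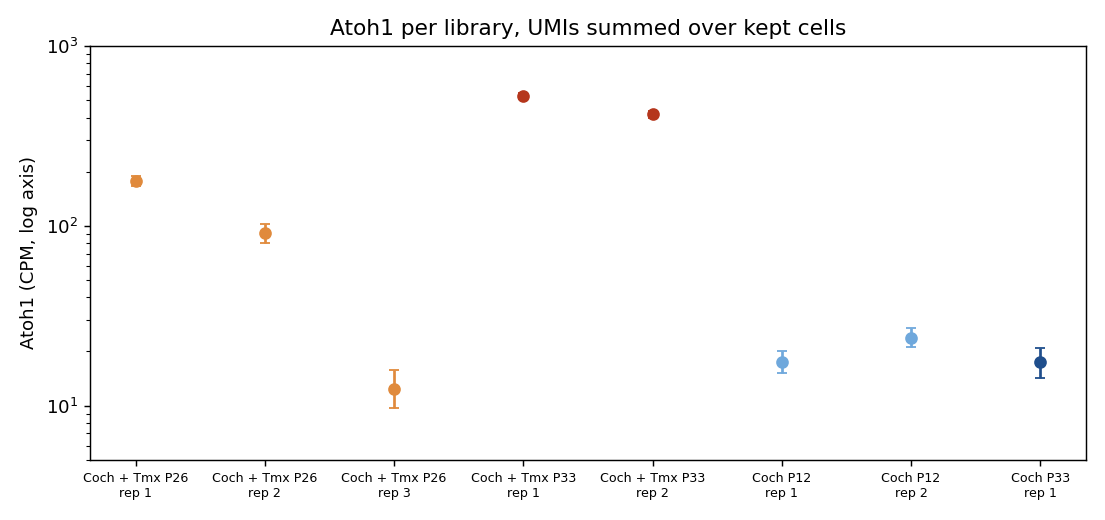
Atoh1 level in CPM on a log axis for each of the 8 libraries over all kept cells, with exact Poisson 95% intervals. The library labelled Coch + Tmx P26 rep 3 (12.4 CPM) lies below the 3 uninduced libraries (17.4 to 23.9 CPM), and the other 4 induced libraries lie between 90.9 and 527 CPM.

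The share of cells with an Atoh1 UMI was then compared at a depth of 1000 UMIs per cell. It was 5.55%, 2.83% and 1.37% in the Coch + Tmx P26 libraries, 11.2% and 8.44% in Coch + Tmx P33, 0.953% and 2.29% in Coch P12 and 1.39% in Coch P33. The induced mean was 5.88% (SD 4.03, n = 5) and the uninduced mean 1.54% (SD 0.683, n = 3), a difference of 4.34 percentage points that was not past the threshold (two-sided exact permutation p = 0.107). Without thinning the difference was 0.360 percentage points. Macrophage-like cells, which should lack Atoh1, had at the same depth a share of 0 in all Coch + Tmx P26 libraries, 1.12% and 0% in Coch + Tmx P33, 1.37% and 0% in Coch P12 and 4.55% (1 cell of 22) in Coch P33. Their median depth ranged from 4218 to 8530.5 UMIs before thinning. Pooled over the uninduced libraries, the share was 1.34% (3 of 224 cells, 0.277 to 3.86%) in macrophage-like cells. It was 1.34% (31 of 2312 cells, 0.913 to 1.9%) in the other cells outside the lineage, erythroid-, neutrophil- and B cell-like cells left out. At this depth a difference was not seen, but the macrophage-like share rests on 3 cells. Without thinning, the levels were 4.17 CPM (1.53 to 9.07) and 21 CPM (19.2 to 22.9).

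Class shares addressed how many cells were cHC-like, SC-like or HC-like after induction. cHC-like cells made up 3.66% of kept cells (29 of 793) in Coch + Tmx P26 rep 1, 0.885% (5 of 565) in rep 2, 8.42% (42 of 499) in Coch + Tmx P33 rep 1 and 4.92% (35 of 711) in rep 2. None were found in the library labelled Coch + Tmx P26 rep 3, where 0 of 584 cells allow a share of up to 0.514%, or in the uninduced libraries, where counts of 0 allow up to 0.22%, 0.344% and 0.52%. The mean of the 5 induced libraries was 3.58% (SD 3.37), and the difference from uninduced of 3.58 percentage points was not past the threshold (two-sided exact permutation p = 0.143). Requiring mitochondrial UMIs under 10% reduced it to 1.57 percentage points, and leaving out the library labelled Coch + Tmx P26 rep 3 raised it to 4.47 (exact permutation p = 0.0571, the smallest possible with 4 against 3 libraries). Mitochondrial UMIs had a median of 10.9% in cHC-like cells, 14.0% in HC-like cells, 5.56% in SC-like cells and 3.86% in all kept cells.

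SC-like cells averaged 2.41% (SD 2.10) of kept cells in induced and 2.51% (SD 1.72) in uninduced libraries. The difference of -0.101 percentage points was within the spread (two-sided exact permutation p = 0.929), and its sign changed with mitochondrial UMIs under 10% (0.150) and without Coch + Tmx P26 rep 1 (0.374), Coch + Tmx P26 rep 2 (0.368) or Coch P33 (0.812). HC-like cells averaged 0.872% (SD 0.339) in induced and 1.09% (SD 0.841) in uninduced libraries, a difference of -0.215 percentage points (two-sided exact permutation p = 0.679). Its sign changed without Coch P12 rep 1 (0.268) and with mitochondrial UMIs under 10%, where it was 0.439 at the smallest possible exact permutation p-value of 0.0357.

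**Figure D2:**
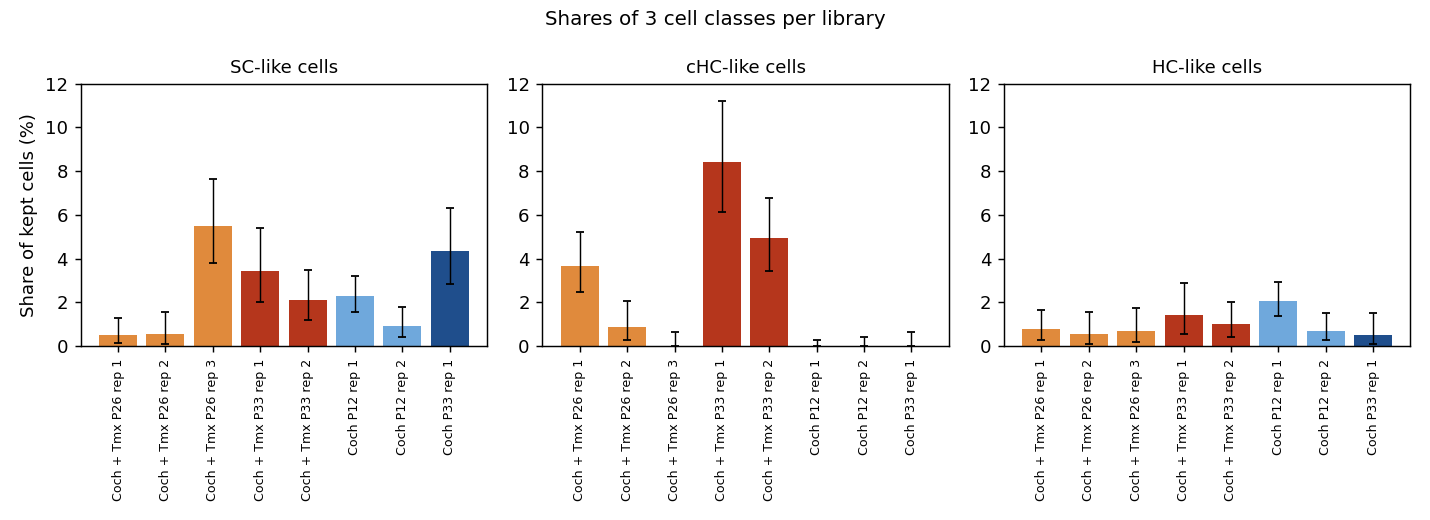
Share of kept cells (%) that were SC-like, cHC-like and HC-like in each of the 8 libraries, as bars with exact Clopper-Pearson 95% intervals. cHC-like cells reach 8.42% in Coch + Tmx P33 rep 1 and are at 0 of 584 in the library labelled Coch + Tmx P26 rep 3 and at 0 in the 3 uninduced libraries.

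TFs were compared between cHC-like and SC-like cells of the same libraries to ask which regulators differed between these classes. Both Coch + Tmx P33 libraries had enough cells, with 42 and 35 cHC-like and 17 and 15 SC-like cells. Of 239 TFs tested among 5709 genes, 96 passed the threshold, 55 higher and 41 lower in cHC-like cells, and all 96 changed the same way in both pairs. Adjusted over the list alone the count was also 96. The alternative that moved the count most, apart from thinning, which left 11 TFs to test, was DESeq2 with 25 TFs, all of them among the 96. Of the 52 TFs the study selected, 34 were tested and 21 passed, 10 higher and 11 lower; the study chose these partly on the same samples. The median change of all genes was 0.11 on the log2 scale, against 0.05 with DESeq2, so small changes are read relative to it.

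Pou4f3 (ENSMUSG00000024497, chromosome 18, 42394597 to 42396093 in GRCm38.p6) had 750 UMIs in cHC-like and 0 in SC-like cells of these libraries, and was at least 87.8-fold higher. Other factors without UMIs in SC-like cells were Barhl1 (at least 42.4-fold higher), Lhx3 (at least 33.5-fold), Neurod6 (at least 27.9-fold), Pax2 (at least 14.3-fold), Nhlh1 (at least 13.0-fold), Foxj1 (at least 9.36-fold), Bcl11a (at least 6.91-fold) and Myt1 (at least 6.09-fold). Nfe2l3 was lower in cHC-like cells, with 1 UMI against 21 and a pooled ratio of 0.0167 (counting interval 0.000404 to 0.104). With DESeq2 the calls for Pou4f3 (adjusted p = 0.127), Barhl1 (0.213), Lhx3 (0.249) and Neurod6 (0.273) were lost. DESeq2 gave an adjusted p for only 50 of the 56 gene results followed under alternatives. A gene not listed as lost, here or below, therefore need not have kept its call.

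Atoh1 itself was higher in cHC-like cells by a log2 fold change of 2.71 (SE 0.18, adjusted p = 1.4e-09, 2 of 2 pairs). With only 2 pairs of libraries, all p-values of this comparison rest largely on a spread estimated across genes, not on replicates of each gene. Of 34 TFs that the study discusses, 28 were tested and 22 passed, 8 higher and 14 lower in cHC-like cells. Egr1, Fos, Isl1, Jund, Sall3 and Zbtb38 did not pass. Among those that passed, Hes5 (log2 fold change -4.04, adjusted p = 2.2e-08), Sox9 (-3.21, 7.7e-07), Hes1 (-2.92, 6.0e-07) and Sox2 (-1.64, 2.3e-05) were lower in both pairs. Id1, Id2, Id4, Jun, Junb, Rora, Sall1 and Zbtb20 were also lower. Nfia (1.98, 7.1e-06), Hes6 (1.41, 0.000174) and Insm1 (2.78, 0.00054) were higher in both pairs. Rorb (-1.73, 0.000146) and Gata3 (-1.22, 0.00144) were lower in both pairs. The SC-like arm came from induced libraries, with an Atoh1 UMI in 16 of 17 and 15 of 15 cells. Against SC-like cells of Coch P33, 1 uninduced library, Hes5 (548 and 709 against 0 CPM) and Sox2 (442 and 355 against 115 CPM) stood higher in that arm. So did Sox9 (382 and 263 against 128 CPM) and Zbtb20 (1870 and 1930 against 700 CPM), while Rorb stood lower. For those higher there, a lower level in cHC-like cells does not by itself show a fall from the uninduced level. With DESeq2 the calls for Rorb (0.0917), Gata3 (0.186), Hes6 (0.0646) and Insm1 (0.125) were lost. Isl1 (ENSMUSG00000042258, chromosome 13, 116298270 to 116309688 in GRCm38.p6) had a log2 fold change of -0.63 (SE 0.27, adjusted p = 0.0731), which was not past the threshold. Its level was 187 and 172 CPM in SC-like, 112 and 119 CPM in cHC-like and 209 and 243 CPM in HC-like cells of Coch + Tmx P33.

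**Figure D3:**
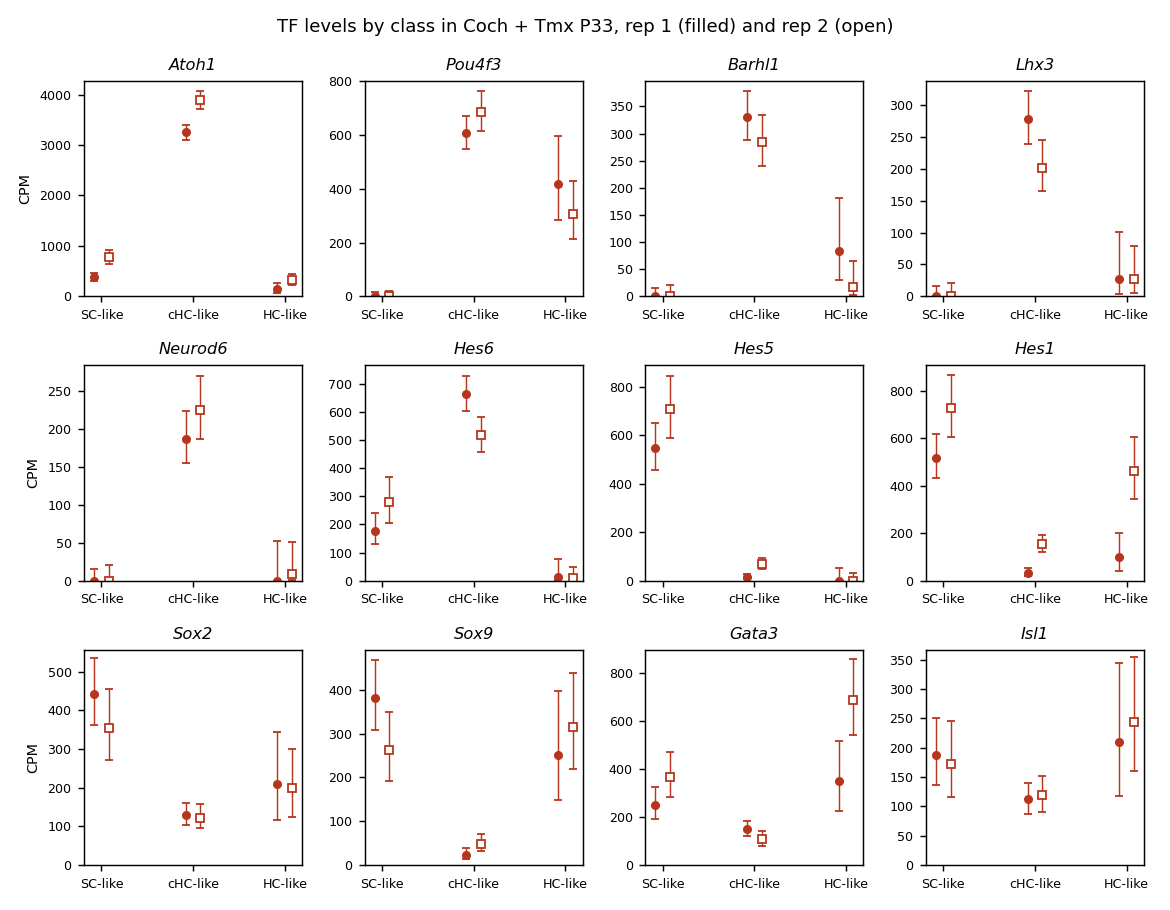
Levels (CPM) of 12 TFs in SC-like, cHC-like and HC-like cells of the Coch + Tmx P33 libraries, with rep 1 as filled and rep 2 as open points and exact Poisson 95% intervals. Pou4f3 stands at 607 and 686 CPM in cHC-like cells and had 0 UMIs in SC-like cells, while Isl1 ranges only from 112 to 243 CPM over the 3 classes.

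HC-like and SC-like cells were compared to ask which TFs separate hair cells from supporting cells. With at least 5 cells per library and class, 4 libraries could be paired, the Coch + Tmx P33 and Coch P12 replicates, with 7, 7, 28 and 6 HC-like and 17, 15, 31 and 8 SC-like cells. Of 151 TFs tested, 34 passed the threshold, 24 higher and 10 lower in HC-like cells, 31 of them in the same direction in all pairs, and 31 adjusted over the list alone. Without Coch P12 rep 1, which held most HC-like cells, 5 TFs passed. Pou4f3 had the largest increase, a log2 fold change of 6.36 (SE 0.70, adjusted p = 0.00112, 4 of 4 pairs); the 12 UMIs in SC-like cells all came from 2 cells of Coch P12 rep 1. Lbh (4.33, 0.00249), Pknox2 (4.07, 0.00529), Six2 (3.47, 0.011) and Cers5 (3.35, 0.00501) were higher in 4 of 4 pairs, and Emx2 (-2.57, 0.00705) was lower in 4 of 4. Without Coch P12 rep 1 the calls for Cers5 (adjusted p = 0.0627), Emx2 (0.102) and Rorb (0.0742; with all libraries, log2 fold change 1.19 and adjusted p = 0.0151) were lost, and that for Rorb also without Coch + Tmx P33 rep 2 (0.0529). Neither Atoh1 (-0.80, adjusted p = 0.176) nor Isl1 (0.50, 0.192) passed.

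The comparison of cHC-like with HC-like cells asked how far converted cells lay from hair cells of the same cochleae. The HC-like class may mix inner and outer hair cells in parts that differ between libraries. Ocm and Slc17a8, which the study used as markers of outer and inner ones, both led its cluster. The study compared cHCs with outer hair cells when it named Ikzf2 and Isl1. At the minimum of 5 cells, 3 libraries had both classes, Coch + Tmx P26 rep 1 and both Coch + Tmx P33 replicates, with 6, 7 and 7 HC-like and 29, 42 and 35 cHC-like cells. Of 205 TFs tested, 18 passed, 12 higher and 6 lower in cHC-like cells, 17 of them in the same direction in all pairs, and 18 adjusted over the list alone. Single libraries decided this count, which was 55 without Coch + Tmx P26 rep 1, 1 without Coch + Tmx P33 rep 1 and 0 without Coch + Tmx P33 rep 2, where 17 TFs had an unadjusted p under 0.05. Insm1 (at least 8.79-fold), Prox1 (at least 7.04-fold), Pax2 (at least 5.84-fold) and Nhlh1 (at least 5.2-fold) were higher in cHC-like cells, with no UMIs in HC-like cells. Neurod6 had 257 UMIs against 1, a pooled ratio of 35.5 (counting interval 6.31 to 1410). Hes6 (log2 fold change 5.30, adjusted p = 0.00411) and Atoh1 (3.95, 0.00568) were higher and Rorb (-2.93, 0.00794) lower in 3 of 3 pairs. Of the TFs that the study discusses, 29 were tested and 8 passed, with Lhx3 and Nfia also higher and Ikzf2 also lower. Without Coch + Tmx P33 rep 1 the calls for Insm1 (adjusted p = 0.06), Atoh1 (0.0609), Neurod6 (0.0702), Prox1 (0.0944) and Rorb (0.0522) were lost, and without Coch + Tmx P33 rep 2 none passed. With DESeq2 the calls for Pax2 (0.0588) and Nhlh1 (0.113) were lost. Isl1 did not pass (-0.71, adjusted p = 0.296).

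SC-like cells of Coch + Tmx P33 and Coch P12 were compared to ask what differed between cells placed in this class. Induction and age cannot be told apart in this comparison, since they differ together. With 17 and 15 against 31 and 8 cells, 457 of 6000 genes passed the threshold, 240 higher and 217 lower in Coch + Tmx P33, and 444 of them did not overlap between the groups. Hes5 was at least 107-fold higher, with 253 UMIs against 0; they came from 9 of 17 cells and 3 of 15 cells. Stc1 (at least 43.0-fold), Gpx6 (at least 39.2-fold), Gm266 (at least 31.2-fold), Plat (at least 28.2-fold) and Efna3 (at least 23.2-fold) were also higher, while Sapcd2 (at least 45.3-fold) and Ppp1r17 (at least 34.5-fold) were lower. With DESeq2 116 genes passed, and the calls for Stc1 (adjusted p = 0.656), Gm266 (0.693) and Plat (0.705) were lost. Over the 457 genes, the SC-like cells of uninduced Coch P33 lay nearer to Coch P12 for 291 (63.7%) and nearer to Coch + Tmx P33 for 166 (36.3%).

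Coch + Tmx P33 and Coch P33 share the age and differ in induction, but Coch P33 had 1 library, so these values have no replicate check and no p-value. In SC-like cells, 17 of 429 detected TFs and markers differed at least 2-fold from both induced libraries with separate counting intervals, 13 higher and 4 lower in Coch + Tmx P33. Atoh1 stood at 382 CPM (308 to 470) and 772 CPM (647 to 914) in the induced libraries and at 30.1 CPM (15.6 to 52.6) in Coch P33. Hes6 stood at 178 and 280 CPM against 10.0 CPM (2.73 to 25.7), and Sox2 at 442 and 355 CPM against 115 CPM. Hes5 was at least 72.8-fold higher, with 0 UMIs in the 25 SC-like cells of Coch P33. Rorb was lower, at 191 and 194 CPM against 803 CPM (717 to 896). Myo6 (336 and 543 against 158 CPM) and Rasd2 (115 and 91.5 against 17.6 CPM), listed markers of HCs or cHCs, were higher. The name SC-like therefore does not mean that cells of the induced libraries kept the uninduced profile. In HC-like cells, 6 of 417 differed, 4 higher and 2 lower, with 3 HC-like cells in Coch P33.

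Macrophage-like cells served to show how far libraries of different groups differed outside the hair cell lineage. This class joined 2 clusters, 1 of them led by interferon and antigen presentation genes, whose part of the class differed between libraries (12, 30 and 13 cells of 58, 50 and 40 in Coch + Tmx P26, 24 and 45 of 89 and 97 in Coch + Tmx P33, 7 and 1 of 146 and 56 in Coch P12, and 12 of 22 in Coch P33). Comparisons with Coch + Tmx P26 include the library labelled Coch + Tmx P26 rep 3. All called genes below were without overlap between the groups compared.

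Between Coch + Tmx P33 and Coch P12, 68 of 7733 genes passed the threshold, 58 higher and 10 lower, and 142 passed without Coch + Tmx P26 rep 1 in the shared fit. In Coch + Tmx P33, 22 of 89 and 25 of 97 macrophage-like droplets held RNA of 1 unnamed cluster. Without such droplets 44 of the 58 genes were under 2-fold, so for these, Prelp and Celsr2 included, no change within macrophage-like cells was shown. Prelp (at least 18.1-fold) and Celsr2 (at least 11.6-fold) were higher, and Gm4841 had 105 UMIs against 1, a pooled ratio of 81.5 (counting interval 14.3 to 3250). Between Coch + Tmx P33 and Coch + Tmx P26, 26 genes passed, 25 higher and 1 lower, but none did without Coch + Tmx P26 rep 1 (707 genes at an unadjusted p under 0.05) or without the library labelled Coch + Tmx P26 rep 3 (617 genes), and 49 did without Coch + Tmx P26 rep 2. Tbx18 (log2 fold change 3.90, SE 0.53, adjusted p = 0.0255) and Dio2 (3.73, adjusted p = 0.03) were higher and AY036118 (-3.78, 0.0313) was lower, without overlap between 2 and 3 libraries. Of the 25 higher genes, 24, Tbx18 and Dio2 included, were under 2-fold without the droplets that held RNA of that cluster. Between Coch + Tmx P26 and Coch P12, 8 genes passed, 6 higher and 2 lower. None passed without the library labelled Coch + Tmx P26 rep 3 (660 at an unadjusted p under 0.05), Coch + Tmx P33 rep 1 (562) or Coch + Tmx P33 rep 2 (579), while 34 passed without Coch + Tmx P26 rep 1, 5 without rep 2 and 4 without Coch P33. AA467197 was at least 19.1-fold higher in Coch + Tmx P26. Ifitm3 (log2 fold change 3.96, adjusted p = 0.0464) and Ifi27l2a (2.88, 0.0359) were higher in 3 of 3 libraries. The last pair belong to families of similar genes, and whether reads were assigned to the wrong copy was not tested. The interferon-led part of the class was larger in every Coch + Tmx P26 library than in Coch P12, so a different mix within the class may also contribute.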

Values the study reported

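The study described 5,470 single-cell profiles from 8 organs of Corti and 21 cell clusters. From these it extracted 101 SCs, 60 HCs and 145 cHCs, which fell into 7 clusters when analysed on their own. It listed 52 TFs as differing between SCs, cHCs and outer hair cells. In transgenic mice it reported a conversion rate of 50% with Isl1 and Atoh1 together and of 13% with Atoh1 alone.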

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

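The test of the difference between groups, the tests of RNA from other cells in HC-like and SC-like droplets, and the reading of barcodes with few genes were chosen after the results were seen. The test for a cHC-like cell among the doublets was set once their Atoh1 level was known and before Pou4f3 was counted in them.

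The HC-like against SC-like difference was compared between Coch + Tmx P33 and Coch P12 with an interaction term, because both groups gave this contrast, and the difference itself passed the threshold for 6 of 151 TFs (6 adjusted over the list alone, 28 at an unadjusted p under 0.05). Cers2 was named after its value was seen, and the other 5 are factors the study discusses. The 6 were Hes6 (log2 difference -7.79, adjusted p = 0.00177), Id1 (3.63, 0.00772), Sall1 (-2.43, 0.00935), Jun (2.58, 0.0224), Cers2 (2.84, 0.0273) and Jund (1.83, 0.0458), each from 2 against 2 libraries. Hes6 differed mainly on the SC-like side, with 178 and 280 CPM in Coch + Tmx P33 against 0 and 8.44 CPM in Coch P12. Sall1 differed on both sides, at 225 and 189 against 87.5 and 59.1 CPM in SC-like cells and at 251 and 144 against 375 and 324 CPM in HC-like cells. Id1 (656 and 370 against 41.1 and 49.9 CPM), Jun (223 and 315 against 27.4 and 49.9 CPM) and Jund (391 and 406 against 137 and 62.3 CPM) differed on the HC-like side. RNA of unnamed clusters was tested through genes at least 20-fold higher in the unnamed clusters than in HC-like cells, a gene list that was redefined after first values had been seen and that by its construction caps the share it can show. By these genes, HC-like cells carried at most 0.943% of the level of those clusters in Coch + Tmx P33, against 1.39% and 5.88% in Coch P12. By 7 mesenchymal markers, which have no such cap, the shares were 0.706% and 2.16% on 3 and 13 UMIs in Coch + Tmx P33. To give the levels of Jun in HC-like cells, RNA of the unnamed clusters would have to make up 25.7% and 27.3%, and more for Jund, while Id1 and Cers2 stood lower in those clusters than in HC-like cells, which argues against such RNA as the source of these 4. RNA of nonsensory epithelial-like cells could contribute. By 45 genes of 1 such cluster, at least 20-fold higher there than in HC-like cells of the other libraries, HC-like cells carried 35.9% and 44.3% of its level in Coch + Tmx P33 and 11.4% and 2.0% in Coch P12. The 4 factors would need a median of 79.7% and 58.3%. With 7 cells per library, such RNA and a change in HC-like cells cannot be told apart. In the unnamed clusters of Coch + Tmx P33, Hes6 stood at no more than 20.6 CPM and Sall1 at 1.42 CPM, below their SC-like levels, which argues against RNA of these clusters as the source on the SC-like side. Induction and age differ together here and both remain open. Uninduced Coch P33, 1 library without a replicate check, had Hes6 at 10.0 CPM (2.73 to 25.7) and Sall1 at 103 CPM (73.8 to 140) in SC-like cells, nearer to Coch P12 than to Coch + Tmx P33. In its 3 HC-like cells, Id1 and Cers2 had 0 UMIs (up to 204 CPM), Jun 55.4 CPM (1.4 to 309), Jund 111 CPM (13.4 to 400) and Sall1 166 CPM (34.3 to 486), where only the interval of Id1 lay clear of both Coch + Tmx P33 libraries. With 1 library this leaves both explanations open. A different mix of inner and outer hair cells may also contribute, since Ocm stood at 6470 and 1960 CPM in HC-like cells of Coch + Tmx P33 and at 17400 and 30800 CPM in Coch P12. Stress during dissociation, to which Jun and Jund could respond, was not tested. The interaction was run under no alternative setting, and the HC-like sums rest on 7, 7, 28 and 6 cells.

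Barcodes under 500 genes, which no comparison used, carried more Atoh1 in the induced than in the uninduced libraries. In the induced libraries 14 UMIs in 1466 barcodes gave 26.6 CPM (14.5 to 44.6), and in the uninduced libraries 1 UMI in 488 barcodes gave 3.70 CPM (0.0936 to 20.6). These 2 intervals overlap, and both levels leave hemoglobin out of the total. With hemoglobin counted they were 1.47 CPM (0.801 to 2.46) and 0.31 CPM (0.00786 to 1.73). Without the library labelled Coch + Tmx P26 rep 3, which gave 2 of the 14 UMIs, the induced level was 45.6 CPM (23.6 to 79.6), clear of the uninduced interval, or 2.45 CPM (1.26 to 4.28) with hemoglobin counted, which overlaps it. Free RNA from other cells may explain the level if macrophage-like cells of the same libraries carry Atoh1 alike. They had 31.6 CPM (25.3 to 39.0) with hemoglobin counted and 31.7 CPM (25.3 to 39.1) without, but 75 of their 86 UMIs came from Coch + Tmx P33 rep 1, and 69 of those from 3 cells. Without that library the level was 22.6 CPM (11.3 to 40.4) in the barcodes and 5.96 CPM (2.98 to 10.7) in macrophage-like cells, so the barcodes then stood higher. Without both libraries the levels were 40.2 CPM (18.4 to 76.3) and 7.08 CPM (3.53 to 12.7). Free RNA and small or broken cHC-like cells cannot be told apart as sources, since the comparison turns with the library and the total used.

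Barcodes taken as doublets in Coch + Tmx P33 rep 2 carried Atoh1 at 255 CPM (143 to 421), from 15 UMIs in 3 of 6 barcodes. Doublets of Coch P12 had 46.6 CPM (22.3 to 85.7) and 6.58 CPM (0.166 to 36.6), clear of that interval, while those of Coch P33, on 2 UMIs, had 47.5 CPM (5.76 to 172), which overlaps it. In the other induced libraries the level was not seen, though 2 of the limits overlap that interval. Doublets of Coch + Tmx P26 rep 1 had 13.4 CPM (0.34 to 74.8), and those of Coch + Tmx P26 rep 2, the library labelled Coch + Tmx P26 rep 3 and Coch + Tmx P33 rep 1 had 0 UMIs (up to 221, 55.2 and 180 CPM). If a cHC-like cell was part of such pairs, Pou4f3 would lie in the barcodes with Atoh1 and not in the others. It was found in 1 of the 3 barcodes with Atoh1 and in 0 of the others, with 3 UMIs in all. A cHC-like cell in the pair may therefore explain that barcode, and with so few barcodes and UMIs this explanation and free RNA cannot be told apart. No biological explanation was tested.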

How the results depend on the processing

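For HC-like against SC-like, cHC-like against HC-like, and SC-like cells of Coch + Tmx P33 against Coch P12, the settings were applied at 5 cells per library after the data had been seen. The same holds for the unpaired comparison of cHC-like with SC-like cells. The cause of each change below was not tested unless the setting itself shows it.

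The Atoh1 level and the shares of Atoh1-positive and cHC-like cells kept their direction under every setting run, and none passed with all 8 libraries, although without thinning the difference in Atoh1-positive cells fell to 0.360 percentage points. With 1 library left out the test cannot pass, so only the differences are compared, at 2.27 to 3.59 on the log2 scale for Atoh1, 3.00 to 5.47 percentage points for Atoh1-positive cells and 2.37 to 4.47 for cHC-like cells. SC-like cells reversed to 0.150 percentage points with mitochondrial UMIs under 10%, and ranged from -0.897 to 0.812 when a library was left out, reversing without Coch + Tmx P26 rep 1, Coch + Tmx P26 rep 2 or Coch P33. HC-like cells reversed to 0.439 with mitochondrial UMIs under 10%, where they passed the threshold (exact permutation p = 0.0357), and ranged from -0.498 to 0.268 when a library was left out, reversing without Coch P12 rep 1. That limit removed 62 of 111 cHC-like and 49 of 64 HC-like cells, so shares under it rest on few cells.

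For cHC-like against SC-like cells (96 TFs), DESeq2 gave 25 TFs, and thinning to 1000 UMIs gave 9 of the 11 TFs that could still be tested. The other settings with a test that moved cells or counts stayed within 1.5 times the main count. Cell filters by UMI total, by G1, at 5 cells and at resolution 2.0 changed no cell here and test nothing, while the limit of 10% mitochondrial UMIs, 20 cells and leaving out a library left no test. The limit of 10% mitochondrial UMIs left no test for HC-like against SC-like or cHC-like against HC-like cells either. For HC-like against SC-like cells (34 TFs), thinning gave 1, no filter 60 and no library block 16, and leaving out a library gave 5 to 25, with 5 without Coch P12 rep 1. For cHC-like against HC-like cells (18 TFs), thinning gave 1, limma-voom 33 and no filter 35. Leaving out a library gave 0 to 55 there, with 55 without Coch + Tmx P26 rep 1, 1 without Coch + Tmx P33 rep 1 and 0 without Coch + Tmx P33 rep 2 (17 at an unadjusted p under 0.05). In the unpaired comparison (78 TFs), mitochondrial UMIs under 10% gave 27, thinning 9, and leaving out a library 44 to 82, with 48 without Coch + Tmx P33 rep 1 and 44 without rep 2. Thinned sums leave few TFs with enough counts to test, which limits what that depth can show.

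For SC-like cells of Coch + Tmx P33 against Coch P12 (457 genes), mitochondrial UMIs under 10% gave 242 and DESeq2 116. Leaving out libraries of other groups gave 413 to 419. In macrophage-like cells, Coch + Tmx P33 against Coch + Tmx P26 (26 genes) gave 113 with UMI totals within 2 median absolute deviations, 0 with limma-voom (546 at an unadjusted p under 0.05) and 290 without the filter. It gave 0 to 49 when a library was left out, with 0 without Coch + Tmx P26 rep 1 (707 at an unadjusted p under 0.05) or the library labelled Coch + Tmx P26 rep 3 (617) and 49 without Coch + Tmx P26 rep 2. Coch + Tmx P26 against Coch P12 (8 genes) gave 0 with G1 cells only (615 at an unadjusted p under 0.05), 35 with DESeq2 and 208 without the filter. It gave 0 to 34 when a library was left out, with 0 without the library labelled Coch + Tmx P26 rep 3 (660), Coch + Tmx P33 rep 1 (562) or Coch + Tmx P33 rep 2 (579), 34 without Coch + Tmx P26 rep 1, 5 without rep 2 and 4 without Coch P33. Coch + Tmx P33 against Coch P12 (68 genes) gave 459 without the filter and 64 to 142 when a library was left out, with 142 without Coch + Tmx P26 rep 1.

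Replicate numbers do not pair the samples, so the planned replicate block measures no pairing. With the block, the macrophage-like counts were 0 (609 at an unadjusted p under 0.05), 29 and 142 in the order above. In Coch + Tmx P33 and Coch P12 the replicate number went with Xist, a transcript of female cells. It had 4651 and 17725 UMIs in rep 1 and 8 and 7 in rep 2. In Coch + Tmx P26 the order was reversed, with 1 UMI in rep 1 and 2795 in rep 2. The block can therefore take up differences of sex, which were not tested.

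The 56 gene results had 623 values under alternatives, of which 554 stayed on their side of the threshold, 69 kept the direction but lost the call, and 0 gained a call or reversed. Of the 554, 163 come from settings that changed nothing in their comparison and test nothing, which leaves 391 of 460. Of the 69, 34 arose among 121 values with a library left out, 13 of 50 with DESeq2 and 9 of 56 with limma-voom. DESeq2 gave no adjusted p for the rest of the 56, which count neither as kept nor as lost.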

Other observations

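Among the tests below, that for doublets as the source of cHC-like cells was set beforehand, and all others were chosen after the results were seen.

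The study's numbers differ from those given here for reasons that include the cell filters and the way clusters were named. Clustering of 5966 kept cells gave 32 clusters. The study reported fewer.

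Doublets of an SC and an HC are a possible source of cHC-like cells, since such cells carry genes of both classes. In that case Ocm would stand near the average of SC-like and HC-like cells, and cHC-like cells would also occur in uninduced libraries. Ocm in cHC-like cells stood at 0.211% of that average (9 UMIs), and 0 of 2814 uninduced cells were cHC-like, which argues against doublets as the source. Slc26a5 stood at 36.8% of its average on 8 UMIs and adds little.

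No induction was visible in the library labelled Coch + Tmx P26 rep 3, which had 32 SC-like and 0 cHC-like cells. Too few cells could hide conversion, but 0 of 32 allows at most 10.9% cHC-like cells among SC-like and cHC-like cells, against 87.9%, 62.5%, 71.2% and 70.0% in the other induced libraries, which argues against this. A swap with an uninduced library of the series would leave cHC-like cells in one of those, where 0 of 2814 cells allow at most 0.131%, which argues against a swap within the series. For 345 genes that parted SC-like cells of Coch + Tmx P33 from those of Coch P33, the library lay nearer to the induced side for 21 (6.09%), while Coch + Tmx P26 rep 1 and rep 2 lay nearer to it for 67.0% and 54.8%, on 4 and 3 SC-like cells. The Coch P12 libraries lay nearer to it for 36.5% and 29.6%. For 185 genes that parted Coch P33 from Coch P12, the library lay nearer to Coch P33 for 170 (91.9%). Among its SC-like cells, 21.9% had an Atoh1 UMI, compared with 28% to 37.5% in uninduced libraries and 94.1% and 100% in Coch + Tmx P33. Coch + Tmx P26 rep 1 had 50% (2 of 4 cells, 6.76 to 93.2%) and rep 2 had 100% (3 of 3 cells, 29.2 to 100%), and both intervals overlap that of the library (9.28 to 40.0%). These values are consistent with animals in which Atoh1 was not induced, because tamoxifen had no effect or because the label is wrong, and the data do not separate these. The study describes the same number of replicates for every group. The labels give 3 libraries for Coch + Tmx P26, 2 each for Coch + Tmx P33 and Coch P12, and 1 for Coch P33, so an uninduced P33 library under a wrong label is a candidate explanation that needs no partner. The groups were kept as labelled, and every value over 5 induced or 3 uninduced libraries depends on that label. Without this library the differences were 3.59 for the log2 Atoh1 level and 4.47 percentage points for cHC-like cells, with all other induced libraries above all uninduced ones. Only 1 uninduced library of P33 was available for comparison, so a batch shared with it stays open.

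Atoh1 UMIs occurred in uninduced libraries, and free RNA from other cells is a candidate explanation. Free RNA would give like levels in macrophage-like cells and in other cells outside the lineage, again without erythroid-, neutrophil- and B cell-like cells. These levels were 4.17 CPM (1.53 to 9.07) and 21 CPM (19.2 to 22.9), and SC-like cells had 46.9 CPM (33.9 to 63.1). This argues against free RNA as the whole cause, although at 1000 UMIs per cell the shares of cells with a UMI were 1.34% for both groups outside the lineage. Whether the transgene was read without tamoxifen was not tested.

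Genes higher in macrophage-like cells of Coch + Tmx P33 may come from RNA of other cells in the droplets. Of the 58 genes higher than in Coch P12, 49 stood higher in 1 unnamed cluster, led by Fst, Inmt and Cxcl12, than in macrophage-like cells, as did 24 of the 25 genes higher than in Coch + Tmx P26. Droplets with RNA of this cluster were found through its genes that were not called, with a limit of 10% of its level. In Coch + Tmx P33, 22 of 89 and 25 of 97 macrophage-like droplets lay over it, against 8 of 146 and 2 of 56 in Coch P12 and 3 of 58, 4 of 50 and 0 of 40 in Coch + Tmx P26, the last being the library labelled Coch + Tmx P26 rep 3. Without these droplets the median log2 change fell from 2.07 to 0.20 against Coch P12, where 44 of the 58 genes were under 2-fold, and from 2.16 to 0.00 against Coch + Tmx P26, where 24 of the 25 were. These values are consistent with droplets that held RNA of 2 cell types as the source for those genes. At least 94.8% of the UMIs of the cluster's genes in Coch + Tmx P33 lay in those droplets, and the median droplet held 0.801% and 1.09% of its level, which argues against free RNA shared by all droplets for the same genes. Against Coch P12, 14 genes stayed at least 2-fold higher, among them Gm4841, Ifitm3, Irf7 and S100a8, and against Coch + Tmx P26 Crem did. For these genes age, induction and the different share of interferon-led cells in the class remain untested. RNA of neutrophil-like cells also stays open for S100a8, which leads that cluster. There were 30 neutrophil-like cells in Coch + Tmx P33 and 3 in Coch P12. By 69 genes of that cluster, macrophage-like cells carried 0.15% and 0.103% of its level in Coch + Tmx P33 against 0.0381% and 0.0651% in Coch P12.

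Genes lower in SC-like cells of Coch + Tmx P33 than of Coch P12 could come from RNA of other cells in the Coch P12 droplets, since 7 mesenchymal markers stood in SC-like cells at 13.9% and 9.43% of the level of the unnamed clusters in Coch P12 and at 0.287% and 2.32% in Coch + Tmx P33. Most of these UMIs in Coch P12 rep 1 were Lum and Dcn, and Lum stood at 820 and 152 CPM in SC-like cells of Coch P12 against 8.8 and 26.7 CPM in its unnamed clusters, too high to come from those. Without Lum the shares were 5.79% and 7.55% against 0.287% and 2.23%, still higher in Coch P12. Dcn, however, gave 193 of the 561 marker UMIs in Coch P12 rep 1. At 482 CPM there, against 385 CPM in the unnamed clusters, it was also too high to come from those, and the 5.79% includes it. In rep 2 Dcn stood at 169 against 554 CPM. By genes at least 20-fold higher in the unnamed clusters the shares overlapped (1.5% and 5.26% against 1.17% and 4.37%). No more than 21.7% of the 217 lower genes stood higher in any 1 other cluster of Coch P12 than in its SC-like cells, against 50.1% of all genes tested for that cluster, which argues against RNA of 1 other cluster as the source of most of them. For the 124 genes that stood higher in at least 1 other cluster, RNA of several clusters stays open.

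Other assignments of the classes were used to see how often as many TFs pass. For HC-like against SC-like cells, 1 of 8 assignments within libraries, the real one, gave 34 TFs or more, and for cHC-like against HC-like cells 1 of 4 gave 18 or more; neither design has enough assignments for a share under 0.05. The comparison of cHC-like sums of 3 libraries with SC-like sums of 5 was added after the data had been seen. It called 78 of 252 TFs, 49 higher and 29 lower (82 adjusted over the list alone), and 67 of them were without overlap. Without Coch + Tmx P33 rep 2 the count was 44 and without rep 1 it was 48. Of 56 splits of its 8 sums, 1, the real one, gave as many, and the second largest count was 12. The splits treat the 8 sums as independent, although both Coch + Tmx P33 libraries gave a sum of each class and no library block was fitted. The other SC-like sums came from libraries of other groups. Of the 78 TFs, 62 were also called in the paired comparison. Among TFs named in the study's text, Hes5, Sox2, Id2, Junb and Zbtb20 were called only when paired, and Egr1 and Ikzf2 only here.

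Relations between genes across cells of a library were computed as Spearman and Pearson coefficients for 11 gene pairs in 6 sets of cells, 66 in all and without p-values, since cells are not replicates. Across SC-like and cHC-like cells of Coch + Tmx P26 rep 1, Coch + Tmx P33 rep 1 and Coch + Tmx P33 rep 2, the Spearman coefficients with Atoh1 were 0.505, 0.479 and 0.636 for Barhl1, 0.591, 0.562 and 0.623 for Lhx3, and 0.514, 0.627 and 0.653 for Neurod6. For Hes6 they were 0.451, 0.527 and 0.287, for Isl1 0.099, -0.155 and -0.279, and for Gata3 0.116, -0.444 and -0.508. Pou4f3 and Hes1 had -0.566, -0.623 and -0.65. Within cHC-like cells alone, in the same order, the coefficients with Atoh1 were 0.508, -0.092 and 0.238 for Barhl1, 0.629, 0.225 and 0.322 for Lhx3, 0.54, 0.297 and 0.342 for Neurod6, 0.407, 0.122 and -0.025 for Hes6, 0.036, -0.025 and -0.207 for Isl1, and 0.228, -0.343 and -0.119 for Gata3, and Pou4f3 and Hes1 had -0.526, -0.517 and -0.382. Lhx3 and Neurod6 thus stayed positive and Pou4f3 with Hes1 negative in all 3 libraries, while Barhl1 and Hes6 changed sign in 1 library each. Pou4f3 with Atoh1 (0.424, 0.15 and 0.259) and Lhx3 and Barhl1 with Pou4f3 also stayed positive within cHC-like cells. Zbtb20 with Pou4f3 stayed negative. Among up to 200 matched genes, Lhx3 with Atoh1 stood there at percentiles 100, 89 and 94.5, and Neurod6 at 99.5, 95 and 98.5. Hes6 at 0.287 across both classes stood only at percentile 74.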
